A study of Mus musculus with 6 samples.

How the data were processed

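CUT&RUN was performed on 500000 MIN6 cells per sample, per the labels, with cells permeabilised in 0.01% digitonin and libraries sequenced as 150 bp pairs. The groups were taken from the sample titles: IgG, H3K4me3 and MafA, with 2 replicates each. The deposited files analysed were 4 MACS2 narrow peak lists, one for each H3K4me3 and MafA library, with MACS2 named in the peak names. The MACS2 version, aligner, duplicate handling, control library and genome build were not stated. Peaks were numbered without gaps, so no peak had been removed after numbering.

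The deposited fold enrichment is a linear ratio of the pileup at the summit to the background modelled there. The deposited significance columns hold −log10 of the p-value and of the q-value at the summit. The lowest −log10 q was 2.0, so the lists had been limited there. The deposited score is 10 times the −log10 q value rounded down in all but 83, 67, 22 and 19 peaks of H3K4me3 replicates 1 and 2 and MafA replicates 1 and 2, and was not used.

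All calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Peaks overlapped when they shared at least 1 bp, by an interval routine written for the purpose. A region found in both replicates was the union of overlapping peaks of both lists, with the strongest peak of each replicate giving its values. Chance overlap came from 1000 circular shifts of one list along its chromosomes. Intervals on shares are 95% Wilson intervals and cover counting error only. Library means were compared by an exact permutation test of the 4 libraries.

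Depth was recovered from the peaks. MACS2 writes fold enrichment as (pileup + 1) / (background + 1), with a pseudocount of 1, and a Poisson p-value of the pileup. For each library a scaling factor between 0.2 and 1 was sought for which the pileup was a whole number of fragments times the factor, within a relative tolerance of 0.0001 on −log10 p. The factors were 0.415 and 0.997 for H3K4me3 replicates 1 and 2, and 1 and 0.746 for MafA replicates 1 and 2. They solved 99.99%, 100%, 100% and 100% of peaks. Among background values under 20 and above the lowest, 67.1% and 63.8% in H3K4me3 replicates 1 and 2 and 53.9% in MafA replicate 2 fell on steps of 1 fragment. In MafA replicate 1, 53.8% fell on steps of 0.702, which was taken as the factor by which its control had been scaled down. The median over other steps tried was at most 0.300% in any library. The remaining values fell off these steps. At summits shared by 2 libraries, where both values fell on steps, the control values differed by less than counting error, so 1 control was taken to underlie all 4 lists. Chance calls were therefore also simulated, with 2000000 windows of unenriched libraries against 1 control. The window means were drawn from the background at MafA replicate 1 peaks, and calls were made at each list's lowest −log10 p.

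Gene names and gene ends came from a RefSeq table of GRCm38.p6. Since the files name no build, agreement of the positions was checked. In 195 windows of 10 Mb with at least 30 H3K4me3 regions, on 20 chromosomes, between 36.8% and 88.5% of regions lay within 1 kb of a gene end (median 71.3%). None of the table's positions are given. The planned promoter test used annotated transcription start sites. The table holds no strand or transcripts, so the distance to either end of a gene was used in its place, for the promoter share and for the H3K4me3 mark of a gene. A planned test of MAF motifs at summits needs genome sequence and was not run.

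A gene carried a MafA region when one lay in it or within 10 kb. The named genes were 32 beta cell genes, 15 housekeeping genes and 15 genes of other tissues, and the 10 MafA regions with the best mean rank of fold enrichment. This rule and the gene lists were fixed before the data were examined. So were the tests of overlap, width, promoter share and the beta cell list against other H3K4me3-marked genes. The other tests of gene lists were not in that plan. Alternatives were a −log10 q of at least 5, equal numbers of the strongest peaks, 50% reciprocal overlap, merging of peaks within 1 kb, chromosomes 1 to 19 and X, other windows around genes, other backgrounds, uniform placement, a replicate block, and leaving out each library. Where an odds ratio had an empty cell, 0.5 was added to each cell.

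The routines were tested on simulated data. Fragment recovery on as many simulated peaks as each list holds returned the right fragments for 100% of 33013, 42747 and 16020 peaks made with factors of 1, 0.75 and 0.42. An earlier search rule had returned whole fractions of the factors 0.75 and 0.42. It was replaced by the largest factor that solved nearly as many peaks as the best, and the factors found for the deposited lists did not change. MafA replicate 1 peaks placed at random had 0.978 times the overlap of shifted lists (mean of 20 placements, range 0.886 to 1.06), and all of 3000 planted overlaps were found. Of 200 random gene lists put through the length-matched comparison, 3% fell under 5% for the share of genes with a region and 7.5% for the highest fold enrichment.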

Results

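Binding of the transcription factor MafA was mapped by CUT&RUN in MIN6 cells, a mouse insulin-secreting line with properties of pancreatic beta cells. In CUT&RUN, an antibody bound to chromatin in permeabilised cells directs a nuclease to its target, and the DNA fragments released there are sequenced. The series held 6 libraries in 3 groups of 2 replicates: an antibody to endogenous MafA, an antibody to the histone mark H3K4me3 as positive control, and IgG as negative control. Peak lists were analysed for the 4 MafA and H3K4me3 libraries, and no IgG file was used here. Each list was called on a single library, so replicates were compared by the overlap of their lists. The fold enrichment and the q-value of a peak are the authors' own values for that peak.

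The H3K4me3 lists held 16020 peaks in replicate 1 and 16904 in replicate 2. The MafA lists held 33013 and 42747 peaks. Median fold enrichment was 14.8 and 13.4 in the H3K4me3 libraries and 5.03 and 4.82 in the MafA libraries. H3K4me3 peaks covered 29.0 and 29.7 Mb, and MafA peaks covered 22.3 and 33.6 Mb. Read totals were not stated in the lists. Whole fragment numbers could be recovered at the summits from the deposited fold enrichment and p-values, and gave each library's depth relative to its control. That ratio was 2.41 and 1.00 for H3K4me3 replicates 1 and 2, and 0.702 and 1.34 for MafA replicates 1 and 2. A median summit held 759 and 263 fragments in the H3K4me3 libraries, against 25 and 46 in the MafA libraries, so single MafA peaks rested on far fewer fragments.

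The reproducibility of MafA peaks was assessed first, with H3K4me3 as the reference that a strong mark reached in the same experiment. Of the MafA peaks, 81.2% of replicate 1 (95% Wilson interval 80.7 to 81.6%) and 60.8% of replicate 2 (60.4 to 61.3%) overlapped a peak of the other replicate by at least 1 bp. Circular shifts of one list along its chromosomes gave 2.52% and 1.94% (one-sided permutation p = 0.001 for each, the smallest that 1000 shifts can give). For H3K4me3 the matched shares were 97.7% (97.5 to 97.9%) and 93.1% (92.7 to 93.5%), against 2.49% and 2.38% after shifts (permutation p = 0.001 for each). Merging matched peaks gave 25894 MafA regions and 15573 H3K4me3 regions found in both replicates. Taking the 16020 strongest peaks by fold enrichment from every library moved the MafA number most, to 11602, and gave matched shares of 73.5% and 72.5%, which lists of equal length bring close together by arithmetic. With 50% reciprocal overlap the shares were 60.9% and 47.0%. Unenriched libraries simulated against 1 shared control gave 1874 MafA and 1671 H3K4me3 windows called in both replicates over a whole genome. In MafA replicate 1 alone the simulation called 0.44% of 4609017 windows, more than that list's 6222 unmatched peaks. Its window means came from called peaks and were applied to the whole genome. These numbers are therefore not a calibrated chance level for the lists.

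**Figure D1:**
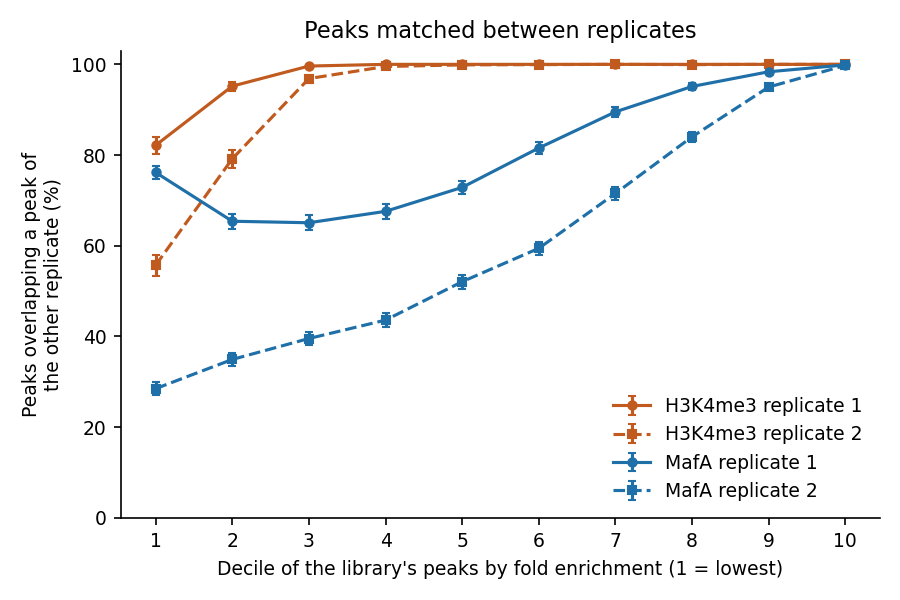
Share of peaks (%) that overlapped a peak of the other replicate, by decile of the library's fold enrichment, for the 4 libraries, with lines for replicates and bars for 95% Wilson intervals. The highest decile was matched at 99.9% and 99.8% in MafA replicates 1 and 2, and the lowest at 76.2% and 28.5%.

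Unmatched MafA peaks were weaker. Their median fold enrichment was 4.19 in replicate 1 and 3.86 in replicate 2, against 5.44 and 5.95 for matched peaks. Across the 25894 MafA regions, fold enrichment in the replicates had a Spearman correlation of 0.779, and recovered fragments one of 0.918. The values for H3K4me3 were 0.95 and 0.993. These correlations run across regions, which are not independent replicates, and the libraries shared a control. With the fragments of replicate 2 permuted across regions and its background kept, the correlation of fold enrichment was 0.184 for MafA and -0.286 for H3K4me3.

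Peak shape and position were then compared between the targets. The median peak width was 604 ± 67.2 bp for MafA and 1695 ± 29.7 bp for H3K4me3 (mean ± SD, n = 2 libraries each), a difference of -1092 bp. The exact permutation test gave p = 0.333 (two-sided), the smallest that 2 libraries against 2 can give, so the test could not reach 0.05. The difference was larger than the spread between replicates of either target. The genome build was not stated, but H3K4me3 summits lined up with the GRCm38.p6 gene table. In H3K4me3 replicate 1 and 2, 69.6% and 67.2% of summits lay within 1 kb of a gene end, against a mean of 12.1% when the positions were moved by 5 to 100 kb. The table gave no strand, so either end of a gene was counted.

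**Figure D2:**
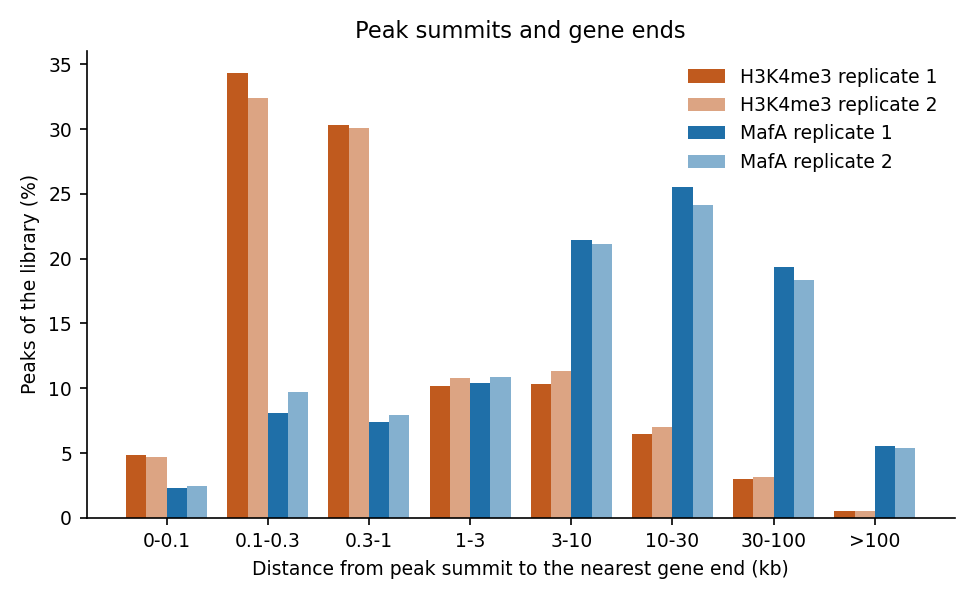
Share of each library's peaks (%) by distance from the summit to the nearest end of a GRCm38.p6 gene (kb, in intervals of unequal width), for the 4 libraries. The interval from 0.1 to 0.3 kb held 34.3% and 32.4% of the H3K4me3 peaks, and that from 10 to 30 kb held 25.5% and 24.1% of the MafA peaks.

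Within 1 kb of a gene end lay 18.96 ± 1.72% of MafA peaks and 68.4 ± 1.67% of H3K4me3 peaks (mean ± SD, n = 2 each). The difference of -49.4 percentage points exceeded the spread between replicates, and its exact permutation p was again 0.333 (two-sided), the smallest possible. It was -41.5 points with a window of 500 bp and -57.8 points for equal numbers of the strongest peaks. MafA peaks also lay near gene ends more often than moved positions did. The shares were 17.7% and 20.2% in replicates 1 and 2, against 7.65 to 8.03% when positions were moved by 5 to 100 kb.

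Whether MafA regions lay at H3K4me3-marked chromatin was tested on regions found in both replicates. Of the 25894 MafA regions, 6078 overlapped an H3K4me3 region, a share of 23.5% (95% Wilson interval 23.0 to 24.0%). Circular shifts gave a mean of 1.90% (range 1.59 to 2.17%), so the observed share was 12.4 times the shifted mean (two-sided permutation p = 0.002, the smallest that 1000 shifts can give). The remaining 19816 MafA regions overlapped none. Conversely, 5832 of the 15573 H3K4me3 regions (37.4%, 36.7 to 38.2%) overlapped a MafA region. The ratio was 6.58 for equal numbers of the strongest peaks by fold enrichment, which moved it most. In the simulation of unenriched libraries against a shared control, which was not calibrated to the lists, 274 windows per genome were called in all 4 libraries.

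MafA regions at H3K4me3 regions had lower fold enrichment than those elsewhere. The medians were 4.24 against 5.84 in replicate 1 and 4.54 against 6.40 in replicate 2, a mean log2 ratio of -0.48. Recovered fragments at the summits ran the other way, with medians of 54 against 25 in replicate 1 and 120 against 51 in replicate 2, a mean log2 ratio of 1.17. The modelled background was 11.9 against 3.51 in replicate 1 and 19 against 5 in replicate 2. The order of the 2 classes therefore depended on the measure of strength.

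**Figure D3:**
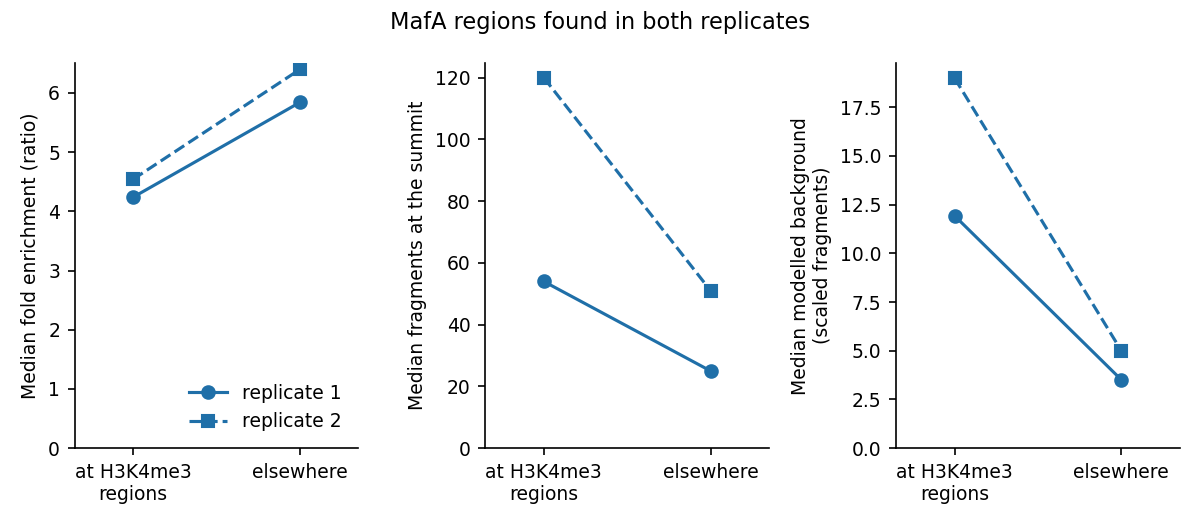
Medians at the 6078 MafA regions that overlapped H3K4me3 regions and the 19816 elsewhere, per replicate: fold enrichment (ratio), recovered fragments at the summit, and modelled background (scaled fragments). Fold enrichment was lower at H3K4me3 regions (4.24 against 5.84 in replicate 1) and fragments were higher (54 against 25).

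Genes tied to beta cell identity and function were examined with a list of 32 genes fixed before the data were examined. A MafA region lay in or within 10 kb of 30 of them. An H3K4me3 region lay within 1 kb of an end of 28 of them, and these were tested against other protein-coding genes so marked. A MafA region was found at 26 of the 28 (92.9%, 95% Wilson interval 77.4 to 98.0%) and at 7450 of 12185 others (61.1%). The odds ratio was 8.26 (Fisher's exact test, two-sided, p = 2.88e-04, Benjamini-Hochberg adjusted p = 0.00115 over 4 tests). Requiring 50% reciprocal overlap moved it most, to 3.30 (Fisher's exact p = 0.00705). With all protein-coding genes as background it was 19.1, and without MafA replicate 1 it was 14.3, with 0.5 added to each cell because all 28 genes then had a region. The share at a housekeeping list was 12 of 14 marked genes (85.7%, 60.1 to 96.0%), which was not distinguishable from the beta cell list (odds ratio 2.17, Fisher's exact p = 0.590, adjusted p = 0.590). Housekeeping genes did not differ from other marked genes past the threshold either (odds ratio 3.81, Fisher's exact p = 0.0959, adjusted p = 0.128). Of 15 genes typical of other tissues or other islet cells, 7 had a region, and the odds ratio of all beta cell genes against them was 17.1 (Fisher's exact p = 6.48e-04, adjusted p = 0.00130). Only 4 of these 15 were marked by H3K4me3, so that comparison was not matched for the mark.

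**Figure D4:**
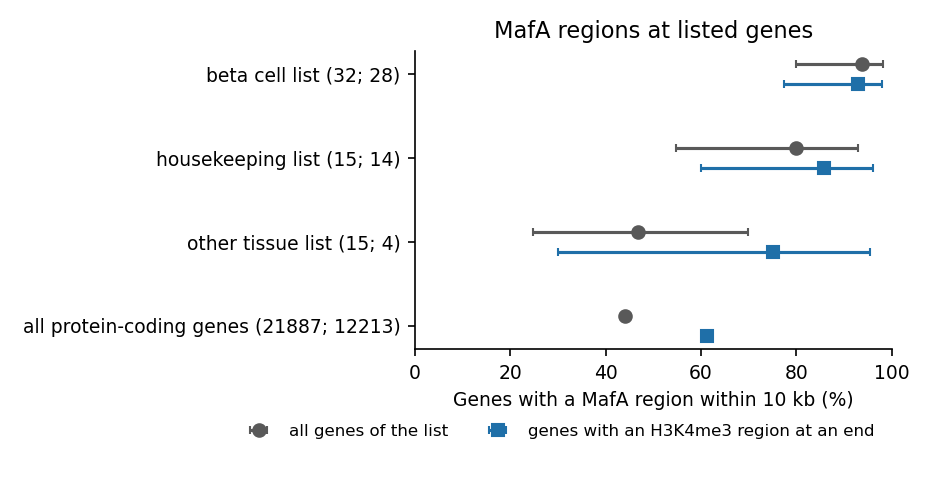
Share of genes (%) with a MafA region in or within 10 kb, for 3 gene lists and all protein-coding genes. Circles stand for all genes of a list and squares for those with an H3K4me3 region at an end (numbers of both in parentheses), with 95% Wilson intervals. The marked beta cell genes stood at 92.9%, the marked housekeeping genes at 85.7% and all marked protein-coding genes at 61.2%.

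The 30 beta cell genes carried 116 distinct MafA regions in all, of which 1 lay near more than 1 of the genes. The highest fold enrichment per gene had a median percentile of 85.6 among all MafA regions, and 12 genes had a region at or above the 90th. The 7 genes with a region in the list of other tissues had a median percentile of 81.4, with fold enrichment of 22.0 at Alb, 19.2 at Sftpc and 16.1 at Gcg, and the 12 housekeeping genes had one of 26.4. A gene with more regions has more chances of a high value. Beta cell genes had up to 17 regions each, and genes with a region in the other lists had 1 each. The percentiles were not matched for this number, nor for overlap with H3K4me3 regions, where fold enrichment was lower. Positions are 1-based and as in the peak lists. The strongest region belonged to Ins1, on chromosome 19 from 52251274 to 52254358, with a fold enrichment of 36.7 ± 10.3 (mean ± SD, n = 2). It lay outside the gene, with its summit 11.98 kb from the nearest Ins1 end, so only its edge came within 10 kb. Ins1 had 2 regions, and no H3K4me3 region at either gene end. At Slc2a2 the value was 22.6 ± 0.0961, outside the gene on chromosome 3 from 28735946 to 28738271, 9.04 kb from its nearest end. At Pdx1 it was 21.6 ± 4.84, inside the gene on chromosome 5 from 147265984 to 147270387 and over an H3K4me3 region. At Ins2 it was 17.8 ± 4.16, on chromosome 7 from 142675469 to 142680691, also over an H3K4me3 region. The Ins2 value fell to 4.32 when 50% reciprocal overlap was required, since that setting left a weaker region. At Mafa itself it was 5.15 ± 0.341, outside the gene on chromosome 15 from 75755687 to 75758529. The summits there lay at 75758158 in replicate 1 and 75755996 in replicate 2, so that mean joins different positions. The lowest value was at Glp1r with 4.44 ± 0.0250. Neither the Mafa nor the Glp1r region was found among the 16020 strongest peaks of every library, and that of Glp1r was lost under 3 alternative settings. Replicates diverged at Pcsk2, where fold enrichment was 3.77 and 15.9. No region found in both replicates lay at Chgb or Pcsk1.

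The 10 MafA regions with the best mean rank of fold enrichment had values from 44.3 to 67.9 (means of 2 replicates), and none overlapped an H3K4me3 region. The highest lay on chromosome 9 from 46350020 to 46351690, with 61.9 in replicate 1 and 73.8 in replicate 2. Its nearest protein-coding gene was 4931429L15Rik, at 30.7 kb, while the nearest end of any annotated gene lay at 0.98 kb. The next lay inside Dpp6 on chromosome 5 from 27348167 to 27349739, with 49.9 and 65.0. Among protein-coding genes, the others were nearest to Pabpc4l, Tmem18, Snx18, Lrrfip2, Epha7, Vac14, Ldlrad4 and Tent5c, with those at Lrrfip2, Vac14 and Ldlrad4 inside the gene. Some of these genes were distant: Epha7 lay 1167 kb away, Pabpc4l 443 kb and Tmem18 120 kb. The regions named for Epha7 and Pabpc4l had ends of other annotated genes nearer, at 54.9 and 9.32 kb. The names give position only.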

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

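The comparisons of MafA strength at H3K4me3 regions with that elsewhere, the shifts of 10 to 50 kb and the ranking by −log10 q were chosen after seeing the data. The other alternatives were listed before the data were examined.

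The number of H3K4me3 regions found in both replicates stayed between 15113 and 15571 over 6 alternatives. The number of MafA regions stayed within 1.5 times its value of 25894 in 4 of 6, and dropped to 11602 and 12449 for the 16020 strongest peaks of every library by fold enrichment and by −log10 q, as fewer peaks entered.

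The overlap of MafA with H3K4me3 regions stayed above the shifted mean throughout, from 6.58 times (strongest by fold enrichment) to 13.8 times (strongest by −log10 q). Leaving out each library gave 12.3 to 13.5 times. The width difference ranged from -1139 to -870 bp and the difference in promoter share from -57.8 to -41.5 percentage points. With 2 libraries per target these p-values could not pass 0.05 under any setting and say nothing about stability. With the replicate number as a block the differences were the same, -1092 bp and -49.4 points, with an exact permutation p of 0.5. The labels do not say that the numbers pair the libraries.

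The odds ratio for beta cell genes ranged from 3.30 (50% reciprocal overlap, Fisher's exact p = 0.00705) to 19.1 (all protein-coding genes, p = 3.30e-09), and passed 0.05 in the 7 alternatives with a test, the weakest being 50 kb either side (p = 0.0162). It was 14.3 without MafA replicate 1, where all 28 genes had a region, and 6.75 without MafA replicate 2.

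The log2 ratio of MafA strength at H3K4me3 regions to elsewhere, -0.48 by fold enrichment, reversed to 1.17 with recovered fragments. It was -0.54 at a −log10 q of at least 5, -0.51 with 50% reciprocal overlap and -0.076 for equal numbers of strongest peaks by fold enrichment. It ranged from -0.49 to -0.36 over the 4 settings that each left out a library. The reversal follows from the construction of fold enrichment, which divides by a background that was higher at H3K4me3 regions. The setting of strongest peaks by fold enrichment selects on the very value compared, so its ratio of -0.076 cannot be read as a smaller difference. The cause of the remaining changes was not tested.

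Single beta cell genes were less stable. In 12 of 90 cases under other thresholds, numbers of peaks or overlaps, the gene lost its region and had no value. Glp1r lost it under all 3 settings, Ptprn and Kcnj11 among the strongest peaks and with 50% reciprocal overlap, Nkx6-1 with 50% overlap, and Mafa, Neurod1, Foxa2 and Ccnd2 among the strongest peaks. Of the 78 values left, 2 moved by more than the spread between replicates, both with 50% reciprocal overlap (Ins2 to 4.32 and Isl1 to 3.54). Leaving out a replicate cannot pass that spread when there are 2, so it does not speak for stability, and it moved Neurod1 and Pcsk2 by more than 1.5 times.

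The matched shares of MafA replicates 1 and 2 fell from 81.2% and 60.8% to 60.9% and 47.0% with 50% reciprocal overlap. With equal numbers of the strongest peaks they were 73.5% and 72.5% by fold enrichment, and 79.2% and 77.8% by −log10 q. Lists of equal length have nearly equal shares by arithmetic, so this says nothing about the gap between the replicates.

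The alternatives listed for MAF motifs at MafA summits (threshold, number of peaks, overlap, window, motif, summit and left-out replicates) were not run, because they need genome sequence that was not used here. The median of 25 and 46 fragments per MafA summit limits what can be said of peaks found in a single replicate.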

Other observations

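The tests on chance calls, on the shared control, on chromosomes 19 and X and on the weakest MafA peaks were chosen after the result was seen; the others were written down before their results were seen. The simulation test for chance calls was replaced by a measured share after the overlap had been seen.

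MafA replicate 2 had 42747 peaks and replicate 1 had 33013. Its library was 1.91 times as deep relative to the control. Thinning replicate 2 to the depth at which replicate 1 was scored left 1.19 times as many peaks as replicate 1, against 1.29 times in full. Depth as the whole cause cannot be told apart from a difference in enrichment, because summits were picked for being high and thinning then leaves too many. Between the H3K4me3 libraries the deeper library, by 2.40 times, had the shorter list. Both were scaled to about the control's depth for scoring, by factors of 0.415 and 0.997, so their list lengths cannot speak to depth.

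Fold enrichment ranked MafA regions at H3K4me3 regions below others, while fragments at the summit were 2.26 times as many there (mean of 2 replicates) and the modelled background was 3.6 times as high. Higher control signal at H3K4me3 regions is a candidate explanation for the low fold enrichment. Only regions past the calling threshold are listed, and a higher background requires more fragments to pass it. The fragment numbers therefore cannot tell this explanation apart from weaker MafA signal. The MafA antibody may also release fragments from open chromatin without MafA, which these lists cannot separate from binding.

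All 4 libraries appear to have been scored against the same control. At summit positions shared by 2 libraries, where both control values were whole fragments, the variance of the difference in control fragments was at most 0.0809 of that of independent counts over the 6 pairs of libraries, with 39 to 1896 positions per pair. Separate control libraries would give 1 or more. The control values were identical at only 14.0 to 54.2% of the positions of a pair, and the source of the remaining small differences was not tested. Overlaps between lists therefore share the control's chance lows. Of the 6078 MafA regions over H3K4me3 regions, 85.5% had a −log10 q of at least 5 in all 4 libraries, whereas chance calls would lie near the lowest value of 2.0. Simulated chance calls came to 274 windows, in a setting not calibrated to the lists. Clustering of both targets in gene-rich stretches also fell short as the whole cause, since the observed overlap was 7.57 times that after shifts of only 10 to 50 kb.

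Marked beta cell genes had stronger MafA regions than other marked genes. The median of the highest fold enrichment per gene, with genes lacking a region at 0, was 9.29 against 3.82 for other marked genes and 3.80 for the 14 marked housekeeping genes. Of 10000 random lists matched on gene length, 0 reached 9.29 and 0 reached the share of 92.9% with a region. With fragments in place of fold enrichment, 0 reached the list's median of 136.5, so a low control signal near these genes does not account for it. By fragments the marked housekeeping genes had a median of 72.75, above the 46 of other marked genes. Matching on the strength of the H3K4me3 mark let 0.02% of lists reach the share. Against the list of other tissues the order depended on the measure. Its 4 marked genes, of which 3 had a region, had a higher median fold enrichment than the beta cell genes, 11.1 against 9.29, but fewer fragments, 62 against 136.5. Over all its 7 genes with a region the median percentile of fold enrichment was 81.4, against 85.6 for the 30 beta cell genes, and Alb, Sftpc and Gcg reached 22.0, 19.2 and 16.1. With so few genes no test was made. The highest value per gene also depends on the number of regions at the gene, which was not matched in these comparisons. That MafA occupies beta cell genes more strongly than marked genes at large remains a hypothesis, and these lists do not show it to be particular to beta cell genes. Transcription level and open chromatin were not measured here. The housekeeping list, with only 14 marked genes, had nearly the same share with a region. The presence of a region alone therefore separates the beta cell list poorly from that list. It did separate the beta cell list from other marked genes (odds ratio 8.26). The same held against the list of other tissues (odds ratio 17.1), without matching for the mark.

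Signal on chromosome 19 was high in the control and in the H3K4me3 libraries alike. At H3K4me3 regions its background was 1.36 and 1.37 times that of the other autosomes in replicates 1 and 2, and fragments were 1.45 and 1.38 times as many. Each of the other autosomes had a background between 0.895 and 1.10 times the rest. Fold enrichment on chromosome 19 was 1.00 times that elsewhere (mean of 2 replicates). The most gene-dense other autosome, chromosome 7, had a background of 0.975, which argues against gene density. Extra copies of chromosome 19 in these cells would raise library and control alike, as at H3K4me3 regions. At MafA regions away from H3K4me3 the background was 1.42 and 1.41 times as high but fragments only 1.28 and 1.27 times. Fold enrichment there was 0.8996 and 0.879, below the lowest of the other autosomes (0.972 and 0.962). Only regions past the calling threshold are listed, which could lower that value, and this was not tested. Extra copies therefore cannot be told apart from other causes. The rise was also uneven, from 1.13 to 1.60 over 6 windows of 10 Mb, and 28 of 181 windows on other autosomes reached the lowest of these. Base composition was not tested.

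The X chromosome had a background of 0.527 times the autosomes other than 19 at H3K4me3 regions (mean of 2 replicates), with 0.510 times the fragments in both replicates, near the value of 0.5 for 1 copy of X. MafA regions away from H3K4me3 gave a background of 0.607 and 0.574, but fragments of 0.840 and 0.784. Fold enrichment there was 1.18 and 1.199, above the highest of the other autosomes (1.048 and 1.04). Only regions past the calling threshold are listed, which could raise these values, and this was not tested. A single copy of X therefore cannot be told apart from other causes either.

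In MafA replicate 1 the lowest decile by fold enrichment was matched in replicate 2 more often (76.2%) than the next decile (65.4%). Its median fragments were 1.71 times those of the next decile, with a median background of 10.2 against 4.21, so a high control signal may hide well-covered sites at the bottom of the ranking. In replicate 2 the lowest decile also had more fragments, 66 against 33, yet it was matched less often, 28.5% against 34.9%. The explanation therefore cannot be told apart from others for replicate 1.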
